A study of Mus musculus with 6 samples. Its data were reported in "B cells maintain the homeostasis of splenic marginal zone antigen-presenting cells to promote the antiviral CD8+ T-cell response" (2026).

How the data were processed

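Total RNA was taken from sorted splenic CD8+ T cells that bound an MHC tetramer with the M45 peptide of murine cytomegalovirus (MCMV), 7 days after infection of 3 control (WT) and 3 JHT mice on a C57BL/6J background. Equal cell numbers were sorted from each group. Full-length cDNA was amplified with a SMART-Seq kit, libraries were made with Nextera XT, and paired-end reads were generated on an Illumina NovaSeq instrument. The authors trimmed adaptor sequences and analyzed the reads in CLC Genomics Workbench with its default RNA-seq settings, with GRCm38 as the reference genome. The gene annotation was not given in the sources used here. Each library came from a separate mouse, and samples were grouped as WT or JHT by their titles.

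The authors' deposited table held 1 expression signal per gene and library, a never-negative value scaled by the authors for gene length and library. Whether that value is RPKM or TPM was not given in the sources used here. The deposited table also held the difference of group means, a fold change, an unadjusted p-value with its FDR correction, a log2 fold change and the -log10 of the unadjusted p-value, all computed by the authors. Recomputing the unadjusted p-value as a two-sided equal-variance test on the untransformed values differed from the authors' deposited table by at most 4.58e-16. All 1018 genes in the authors' deposited table had an unadjusted p under 0.05 and a fold change of at least 2 in either direction, so the table is a selection by the outcome itself. Genes outside that selection were not analysed here. In 1 gene, Dnajb13, the log2 column of the authors' deposited table held a spreadsheet error and was not used. The number of features behind the FDR column was inferred as the smallest number that turned 80.0% of the 40 smallest distinct FDR values into whole ranks, within a tolerance of 0.001. The next best number that was not a multiple of it did so for 30.0%.

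Within a gene, ratios between libraries were ratios of whole numbers times 1 constant per pair of libraries. Whole reads were therefore recovered for 1018 of 1018 genes, within a tolerance of 0.001. The listed genes held 1909193, 2655404 and 2888084 recovered reads in WT-1, WT-2 and WT-3, and 4040416, 5742545 and 4894010 in JHT-1, JHT-2 and JHT-3. These are reads in the selected genes and not library totals, and only an approximate depth was stated for all samples alike, so the depth of each library is unknown. Relative to WT-1, the recovered reads per unit of value were 1.15 and 1.21 in WT-2 and WT-3, and 1.11, 1.43 and 1.10 in JHT-1, JHT-2 and JHT-3. These are the library factors behind the deposited values, and they give relative depth only if the values are RPKM. At least 20 reads in each of the 6 libraries were found for 966 genes, and 52 genes had fewer in at least 1 library.

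Expression was compared on log2(value + 1) with limma 3.58.1 in R 4.3.3, with a trended moderated variance, no covariate, a filter of at least 1 in at least 3 libraries, and Benjamini-Hochberg adjustment at 0.05. Fold changes given with means are ratios of group means of the deposited values. Log2 changes are on the log2(value + 1) scale, which understates the change of low genes. Because the genes were selected for a difference between the same libraries, limma's p-values are conditional on that selection, are too small as evidence for a gene, and were adjusted over the listed genes only. With 3 against 3 mice an exact two-sided permutation test cannot go below p = 0.1. On simulated data for JHT against WT with 1018 genes, the same procedure recovered 46% of genes changed 2-fold and 90% of genes changed 4-fold, 5.56% of its calls were unchanged genes, and 1 changed gene had the wrong sign. The simulation had no selection step and took its spread from the selected genes. These rates therefore do not apply to the calls among the listed genes.

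The grouping, the planned tests, the alternatives, 38 gene lists and the rule for named genes were fixed before the data were examined. The rule named the 7 effector genes of the study text and Tbx21, the 10 largest increases and the 10 largest decreases among genes with adjusted p under 0.05, a mean at or above the median of the tested genes and no overlap between groups, and up to 4 members of each list (5 where a list had 5), besides the Ighj, B cell and sex-linked genes. A test of lists against a background (camera) was not run, because a table of selected genes holds no background. A test of lists without a background (fry) was not run either, because every listed gene was selected for its change. Instead, listed members were counted by direction, and for 13 lists with at least 5 listed members the split into higher and lower genes was compared with that of the other listed genes by two-sided Fisher's exact test. Fisher's test was not among the planned tests. Coordinates are 1-based on GRCm38 from GENCODE release M21, in which 983 of the listed symbols matched a single gene. Alternatives were other pseudocounts (0.1 and 5), no filter, a filter of 5, the median of the listed genes set equal in all libraries, quantile normalization, library weights, a replicate block, leaving out each library, and a fold floor. A voom test on the recovered reads was added after seeing the data. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the other calculations.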

Results

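Bulk RNA sequencing was available for M45 tetramer+ CD8+ T cells from the spleens of 3 WT and 3 JHT mice 7 days after MCMV infection. JHT mice lack B cells because the joining segments of the immunoglobulin heavy chain locus are deleted. The comparison asked which genes differ in expression between virus-specific CD8+ T cells from mice with and without B cells. The data covered the 1018 genes of the authors' deposited table (the listed genes), with a median of 370, 670.5 and 623.5 recovered reads per gene in the WT libraries and 1389.5, 1991 and 1743 in the JHT libraries. The deleted element itself, the 4 Ighj segments, had no value in the table and was not analysed here. The same holds for all 25 B cell markers and all 6 sex-linked genes of the preset lists, so these genes gave no check of the sample labels.

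M45-specific CD8+ T cells from JHT mice had higher values for the cytotoxic genes Gzmb and Prf1 and for every listed gene of DNA replication (28 of 45), mitosis (13 of 40), glycolysis (10 of 23), protein folding (11 of 22) and the proteasome name pattern (15, among them Psmc3ip, which is no subunit), although many of these genes turned lower or no longer passed once the median of the listed genes was set equal. Most listed genes were higher, as were the 7 listed housekeeping genes, so these lists were too small to differ from the other listed genes by being all higher (Fisher's exact test, adjusted p = 1.0 for each). The JHT cells had lower values for the chemokine genes Ccl5, Ccl3 and Ccl9, for the lectin-like receptor gene Klrd1 and for Ifi27l2a. Setting the median of the listed genes equal lowers JHT values by construction and so could not reverse these genes. For the same reason, higher genes that turned lower do not test the scaling. In all, 983 genes were higher and 35 were lower in JHT mice, and all 1018 passed the limma test at an adjusted p under 0.05 over the listed genes, as follows from their selection. The median fold of the higher genes was 2.93, with 786 of them (80.0%) between 2-fold and 4-fold and 15 above 10-fold. The lower genes were a median of 2.78-fold higher in WT mice. In all 1018 genes (100%) the 3 JHT values lay on 1 side of the 3 WT values, against 10% by chance for an unselected gene. In every preset list with listed members, all of them also passed when adjusted over the list alone. Values below are means ± SD of 3 libraries, WT first and JHT second, unless given as a log2 change with its SE. With a log2 change beyond 1 as well, 972 genes passed, of which 939 were higher and 33 lower.

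The calls of most higher genes, and the direction of many, changed when the listed genes were rescaled. The listed genes were selected for their change and most were higher, so both rescalings below take away a shared rise by construction. They do so whether that rise came from the cells or from the scaling. Genes that turned lower, here and in later paragraphs, therefore do not show that the deposited scaling is wrong. With the median of the listed genes set equal, which takes away a shift of 1.44 on the log2 scale, 56 genes passed, of which 21 were higher and 35 lower in JHT mice, and with quantile normalization 60 passed, of which 26 were higher and 34 lower. Of the 983 higher genes, 543 stayed higher and 440 turned lower with the equal median, and 540 and 443 with quantile normalization, while all 35 lower genes stayed lower under both except Ccl5, which had no change with quantile normalization. The median log2 change over all listed genes was 1.47 before rescaling. WT-1 stood apart from the other WT libraries, since its values for the higher genes had a median log2 ratio of -0.58 to their mean, against 0.32 for WT-2 and 0.15 for WT-3. Without WT-1, 998 genes passed, of which 964 were higher and 34 lower, and the median log2 ratio of the higher genes was 1.37 in place of 1.55.

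Among the 7 effector genes named in the study text, Gzmb and Prf1 were listed and both rose in JHT mice. Gzmb, a granule serine protease (chromosome 14, 56258838 to 56262260), rose from 561 ± 267 (SD, n = 3) in WT to 2309.6 ± 747 (SD, n = 3) in JHT mice, a 4.12-fold difference and a log2 change of 2.13 ± 0.32 (SE). Prf1, which encodes the pore-forming protein perforin (chromosome 10, 61297833 to 61304680), rose 5.05-fold, from 3.73 ± 1.81 to 18.8 ± 5.09 (SD, n = 3 each), a log2 change of 2.11 ± 0.40 (SE). The list was chosen by the study on these samples, so its direction is not independent evidence. Both passed when adjusted over the list alone. Without WT-1 the log2 change was 1.64 for Gzmb and 2.07 for Prf1. The other 5 genes (Cd28, Klrg1, Tnf, Cx3cr1 and Ifng) had no value in the table and were not analysed here. With the equal median the changes were 0.69 for Gzmb and 0.67 for Prf1, and neither passed (limma adjusted p 0.177 and 0.620). With quantile normalization the change of 1.26 for Gzmb passed (limma adjusted p 0.00215) and that of 0.64 for Prf1 did not (0.549).

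The cytotoxic granule list had 4 of 19 members listed, and all 4 were higher in JHT mice, though with the equal median Ctsw and Stx11 were lower and with quantile normalization Stx11 was. Ctsw, a cathepsin of cytotoxic lymphocytes, rose from 97.5 ± 59.0 to 210.4 ± 36.2, and Stx11, a syntaxin needed for granule release, rose 2.46-fold. Without WT-1 the median fold of the 4 genes was 2.69 in place of 3.29. The effector differentiation list had 4 of 22 members listed, of which Tbx21 and Bhlhe40 were higher and Klrd1 and Ccl5 lower. Tbx21 (chromosome 11, 97098071 to 97115331), which encodes the transcription factor T-bet, rose 2.11-fold, from 14.0 ± 3.23 to 29.6 ± 4.85, but its log2 change turned to -0.40 with the equal median and -0.44 with quantile normalization. Without WT-3 Tbx21 (1.89-fold) and Bhlhe40 (1.76-fold) no longer passed, with limma adjusted p 0.0525 and 0.0818, and without JHT-3 Bhlhe40 (1.83-fold) did not (0.0546). Klrd1, which encodes CD94 (chromosome 6, 129591782 to 129598775), fell from 1451 ± 114 to 653 ± 107 (SD, n = 3 each), 2.22-fold higher in WT mice. It stayed lower under both rescalings, which lower JHT values by construction.

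Of the cytokine and chemokine list, 3 of 20 members were listed and all 3 were lower in JHT mice, which the equal median could not reverse. Ccl5 (chromosome 11, 83525778 to 83530518) had the highest values in the table and fell from 62959 ± 11172 in WT to 23428 ± 4357 in JHT mice (SD, n = 3 each), a log2 change of -1.43 ± 0.18 (SE). It made up 68.8%, 50.02% and 57.3% of the listed values in WT-1, WT-2 and WT-3, and 22.6%, 18.8% and 14.5% in JHT-1, JHT-2 and JHT-3. Ccl3 (chromosome 11, 83647844 to 83649355) fell from 128 ± 28.8 to 30.5 ± 5.48, and Ccl9 fell from 14.1 ± 0.888 to 4.71 ± 2.71. Quantile normalization gave 0.00 for Ccl5 by construction, because it ranked first in every library.

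**Figure D1:**
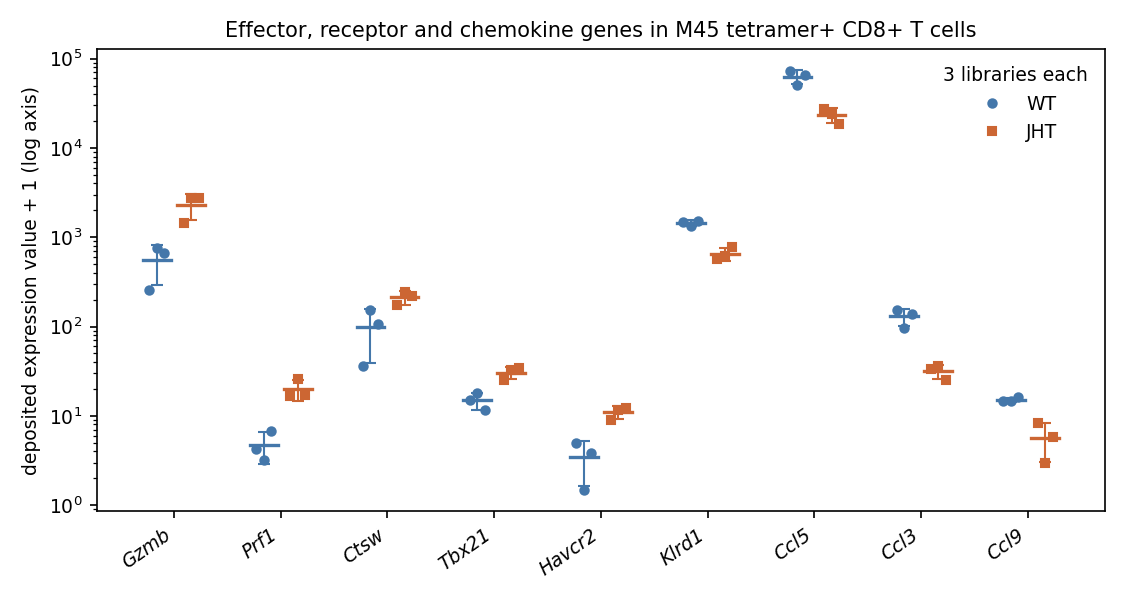
Values of 9 genes in M45 tetramer+ CD8+ T cells of WT (circles) and JHT mice (squares), as the deposited expression value + 1 on a log axis, with each point 1 library, horizontal lines the mean and bars the SD (n = 3 each). The JHT points lie above all WT points for Gzmb, Prf1, Ctsw, Tbx21 and Havcr2 and below them for Klrd1, Ccl5, Ccl3 and Ccl9, although Tbx21 turned lower under both rescalings and Ctsw with the equal median. Of the higher genes shown, only Gzmb passed after a rescaling, and only with quantile normalization.

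Few genes of receptors, homing and interferon response were listed, and both directions occurred among them. Havcr2, the inhibitory receptor TIM-3, was the listed 1 of 19 inhibitory receptor genes and rose 4.13-fold, a log2 change of 1.85 ± 0.41 (SE, n = 3 each). The change of Havcr2 was 0.41 with the equal median and 0.29 with quantile normalization, and neither passed (limma adjusted p 0.817 and 0.832). Of 29 genes of T cell receptor signaling and costimulation, 2 were listed and higher, Tnfrsf4 (OX40, 5.33-fold, 19.1-fold without WT-2) and Tnfrsf18 (GITR, 2.02-fold), and Tnfrsf18 was lower under both rescalings. Tnfrsf4 had only 2, 76 and 16 reads in WT-1, WT-2 and WT-3, with a mean value of 1.02. Without WT-1 the median fold of the 2 genes was 2.62 in place of 3.67. Of 24 homing genes, 3 were listed and higher, Selplg from 180.4 ± 54.0 to 501 ± 154, Cxcr3 from 84.9 ± 43.7 to 219 ± 29.7 and Itgb7 2.39-fold, of which Itgb7 was lower under both rescalings. Of 54 type I interferon response genes, 4 were listed, with Usp18 (2.93-fold, 4.57-fold without WT-2), Tor3a (4.56-fold) and Gbp3 (3.65-fold) higher and Ifi27l2a lower, and Tor3a was lower with quantile normalization. Usp18 had values of 2.81, 14.6 and 8.09 in WT-1, WT-2 and WT-3, so leaving out WT-1 lowers its fold. Ifi27l2a (chromosome 12, 103442167 to 103443680) fell from 2384 ± 216 to 998 ± 52.5, and it lies within 20 Mb of the deleted Ighj segments. Of 24 cytokine receptor genes, Il21r was listed and was 2.15-fold higher, but lower under both rescalings. No higher gene named in this paragraph passed under either rescaling. None of the 24 naive and memory precursor genes was listed.

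The DNA replication list had the most listed members. Of its 45 genes, 28 were listed and all 28 were higher in JHT mice (median 3.21-fold), while with the equal median 19 were higher and 9 lower and with quantile normalization 20 and 8. Rrm2, a subunit of ribonucleotide reductase, rose from 46.7 ± 16.4 to 255 ± 47.3 (SD, n = 3 each), and Ccne1, which encodes cyclin E1, rose 5.77-fold. Rrm2 and Cdc45 were among the members that also passed with the equal median. Of 40 mitosis genes, 13 were listed and higher (median 3.13-fold), of which 5 were lower under each rescaling. Cdc20, an activator of the anaphase-promoting complex, rose from 11.4 ± 4.47 to 51.6 ± 12.1, and Nuf2, a kinetochore protein, rose from 9.94 ± 0.999 to 44.2 ± 15.6. Without WT-1 the medians were 2.80-fold for DNA replication and 3.25-fold for mitosis.

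Glycolysis had 10 of 23 members listed, all higher (median 3.51-fold, 2.89-fold without WT-1), and 1 of them was lower under each rescaling. Eno1 (enolase) rose from 127 ± 60.6 to 567 ± 127, Aldoa (aldolase) from 42.6 ± 15.8 to 191 ± 24.6 and Ldha (lactate dehydrogenase) from 201 ± 92.3 to 734 ± 171 (SD, n = 3 each). Of 21 genes of the tricarboxylic acid cycle, 9 were listed and higher (median 2.93-fold), of which 5 were lower with the equal median and 4 with quantile normalization. Mdh2 rose from 197 ± 64.4 to 586 ± 161 and Cs, citrate synthase, from 14.8 ± 2.76 to 43.3 ± 2.10. The 7 nuclear genes of oxidative phosphorylation were higher (median 2.99-fold), of which 3 were lower with the equal median and 1 with quantile normalization, and Atp5b rose 3.70-fold. The 11 genes of the mitochondrial ribosome were higher (median 2.69-fold), of which 5 and 6 were lower under these rescalings. In contrast, mt-Rnr1, the mitochondrially encoded ribosomal RNA of the small subunit, fell from 658 ± 155 to 269 ± 97.6. It stayed lower under both rescalings, which lower JHT values by construction.

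The listed genes of protein synthesis, folding and turnover were also higher, as most listed genes were. Of 22 unfolded protein and heat shock genes, 11 were listed and higher (median 3.19-fold, 2.63-fold without WT-1), of which 3 were lower with the equal median and 2 with quantile normalization. Sdf2l1, an endoplasmic reticulum cofactor, rose from 29.7 ± 10.2 to 174 ± 7.27, Pdia3, a disulfide isomerase, from 66.0 ± 21.7 to 329 ± 83.3, and Hspa5, the chaperone BiP, from 38.3 ± 8.39 to 132 ± 34.4 (SD, n = 3 each). The proteasome pattern took in 15 genes, all higher (median 3.15-fold), of which 3 were lower under each rescaling. Psmc5 rose from 48.7 ± 15.9 to 202 ± 19.1, and 1 of the 15, Psmc3ip (3.81-fold, 12.3-fold without WT-2), is no proteasome subunit. The log2 change of Psmc3ip was 2.48 with all libraries, 1.62 without WT-1 and 3.41 without WT-2. Of 40 ribosome biogenesis genes, 7 were listed and higher (median 3.01-fold), of which 3 and 4 were lower with the equal median and quantile normalization, and Noc2l rose 5.45-fold. Of 23 MYC-linked and amino acid genes, 6 were listed and were higher under every scaling (median 3.80-fold), among them Psat1 (4.03-fold) and Odc1 (3.56-fold), but none of the 6 passed with the equal median. Both listed ribosomal protein genes, Rpl3 (2.50-fold) and the paralog Rpl7l1 (2.20-fold), were higher but turned lower under both rescalings.

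**Figure D2:**
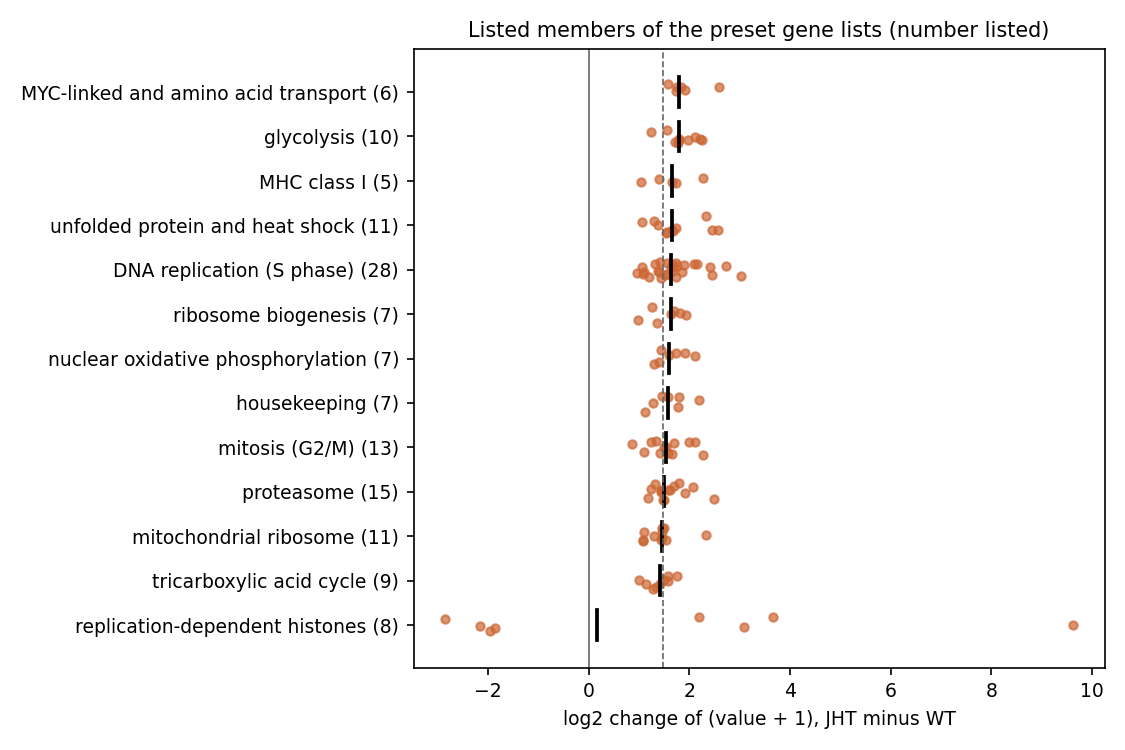
Log2 change (JHT minus WT, of value + 1) of each listed member of the preset lists with at least 5 listed members, with each point 1 gene, black bars the list medians, the solid line no change and the dashed line the median of 1.47 over all 1018 genes. Members of 12 lists lie above 0 and around the dashed line, so that many turn lower when that median is set equal, while the 8 histone genes lie on both sides of 0.

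The 5 listed MHC class I genes were higher, though with the equal median 2 and with quantile normalization 1 were lower. H2-D1 rose from 771 ± 278 to 2429 ± 222 and H2-Q6 from 10.3 ± 6.52 to 47.0 ± 11.9 (SD, n = 3 each), and reads of these near-identical genes could have been split by the counting. Of 20 CD8 T cell identity genes, H2-D1 and Lck (288 ± 98.7 to 660 ± 107) were listed and higher, with Lck lower under both rescalings. Of 26 apoptosis genes, Bid (2.85-fold) and Trp53 (2.34-fold) were listed and higher, both lower with the equal median and 1 of them with quantile normalization. Of 18 housekeeping genes, 7 were listed and higher, of which 2 were lower under each rescaling, and Gapdh rose from 109 ± 41.2 to 361 ± 69.4. No T cell receptor or immunoglobulin variable segment was listed. Of 123 markers of other cell types in 8 lists, 1 was listed, the erythroid marker Bpgm, which rose 3.03-fold, from 4.08 ± 2.27 to 12.4 ± 1.98. The hemoglobin genes of that list had no value in the table and were not analysed here.

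Replication-dependent histone genes moved in both directions, with 4 higher and 4 lower in JHT mice under every scaling, though rescaling keeps lower genes lower by construction. Their split differed from that of the other listed genes (Fisher's exact test, p = 7.46e-05, adjusted over 13 lists p = 0.00097), whereas the other 12 lists, all higher, were too small to differ. The test takes genes as independent, although these histone genes share sequence and were selected for their change. Its p therefore does not measure variation between mice. Hist1h2ad (chromosome 13, 23574381 to 23574952) had the largest change of the table and rose from 2.63 ± 1.52 to 3004 ± 1452 (SD, n = 3 each), 1144-fold, or 1722-fold without WT-1. Hist1h2an rose from 8.44 ± 3.27 to 119.6 ± 49.2, and Hist1h4n and Hist1h3c were also higher. Hist1h4c fell from 102 ± 29.5 to 21.5 ± 3.23, and Hist1h4m (7.10-fold higher in WT, 11.7-fold without JHT-2), Hist1h4b and Hist1h2bn were also lower. Of these, Hist1h3c, Hist1h4b and Hist1h2bn lay outside the rule for named genes and were named after their values were seen, and without any 1 WT library Hist1h2bn left the test through the filter. Histone genes share long stretches of sequence, and 6 of these 8 transcripts had more 75-base stretches shared with another gene than not, as did 5 at 150 bases and 2 at 300 bases, so their values are uncertain to an extent that rests on the fragment length.

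**Figure D3:**
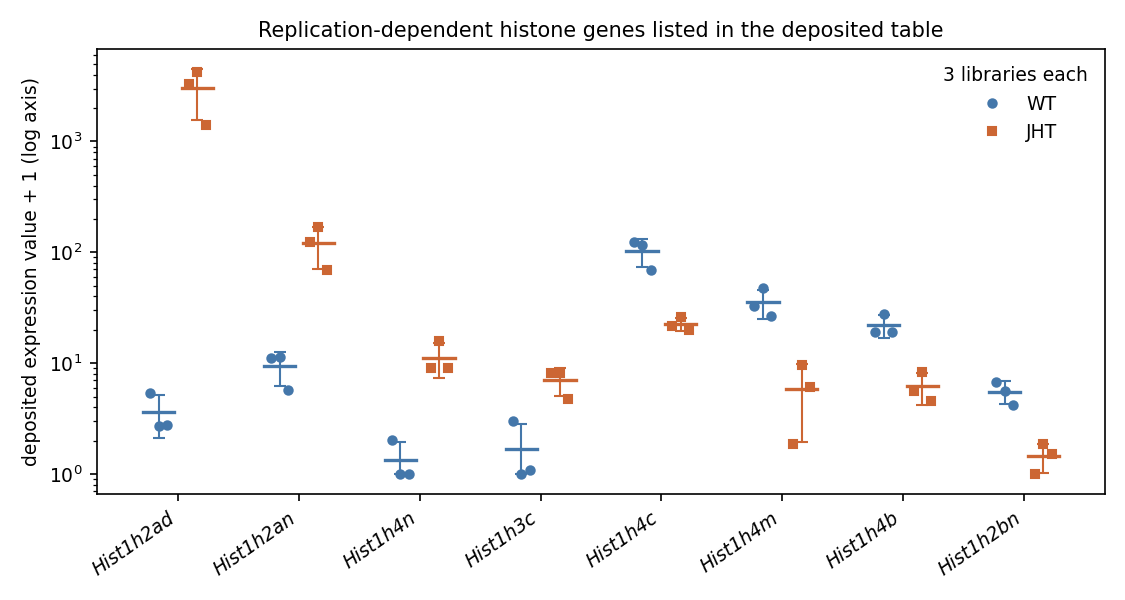
Values of the 8 listed replication-dependent histone genes in WT (circles) and JHT mice (squares), as the deposited expression value + 1 on a log axis, with each point 1 library, horizontal lines the mean and bars the SD (n = 3 each; bars stop at a value of 0). The JHT points lie above all WT points for 4 genes and below them for the other 4. This split held with the equal median and quantile normalization, which by construction lower JHT values and so keep the lower 4 lower.

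The other genes with the largest changes that the rule named were Capg (5.37-fold), Fdps (5.94-fold, 10.3-fold without WT-2), Phgdh (6.45-fold, 9.70-fold without WT-2), Rpn2 (6.50-fold), Tubg1 (6.41-fold) and Anxa5 (5.37-fold), all higher in JHT mice under every scaling. Capg had 0 reads in WT-1, and its log2 change was 1.74 without WT-1 in place of 2.96. Without WT-1 the log2 change was also smaller for Fdps (2.21 in place of 2.79) and Phgdh (2.17 in place of 2.59). The same held for Anxa5 (1.96 in place of 2.48) and Tubg1 (2.30 in place of 2.51), but not for Rpn2 (2.63 in place of 2.55). With the equal median and quantile normalization Capg (limma adjusted p 0.0692 and 0.270) and Phgdh (0.0533 and 0.0914) did not pass, nor did Rpn2 with quantile normalization (0.0642). Rpn2, a subunit of the oligosaccharyltransferase, rose from 7.12 ± 2.45 to 46.2 ± 14.1, and Tubg1, gamma-tubulin, from 5.51 ± 2.28 to 35.3 ± 7.42 (SD, n = 3 each). Among the lower genes, Churc1 fell from 753 ± 123 to 277 ± 28.0 and Tmsb15l from 173 ± 64.2 to 62.1 ± 20.4. Pydc3 (3.83-fold higher in WT, 9.97-fold without JHT-3), 1110038B12Rik (3.59-fold, 6.40-fold without JHT-3), Gm36738 (2.45-fold) and BC064078 (2.45-fold) were also lower, and BC064078 no longer passed without JHT-1 (1.77-fold, limma adjusted p 0.106).

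The authors' deposited table gave FDR-corrected p-values from 0.103 to 0.760, with a median of 0.550. None of the 1018 genes in the authors' deposited table was under 0.05 after this correction, while all 1018 were at the unadjusted p. The FDR column of the authors' deposited table implied 36333 tested features, of which 2389 had a p at or under the largest one listed. By chance, 1817 would fall under 0.05 if every tested feature could reach such a p, a ratio of 1.32. Features with few or no reads may not reach it, and their number is unknown. The 1817 may therefore be too high and the ratio too low.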

Values the study reported

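In the study, 1,018 genes were counted as differing in expression between M45-specific CD8+ T cells of JHT and control mice. The stated thresholds were an adjusted p under 0.05 together with a log2 fold change beyond 1 in either direction. Sequencing yielded about 30 M reads per sample, paired-end and 150 bases long.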

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

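The voom test was chosen after seeing the data, and all other alternatives before. With the median of the listed genes set equal, 56 genes passed in place of 1018 (21 higher, 35 lower), with 0 of the 2 effector genes, 20 of 161 list members and 0 of 1 other-cell markers. With quantile normalization 60 passed (26 higher, 34 lower), with 1 effector gene, 23 list members and 0 markers. By construction, both take away the change shared by most listed genes. Tbx21 reversed to -0.40 and -0.44. Pseudocounts of 0.1 and 5 and library weights left 1018 genes, the filter of 5 all 955 it tested, voom on recovered reads 1009 (979 higher, 30 lower), and having no filter removed no gene. Leaving out 1 library left 956 to 1010 genes, 923 to 976 higher and 32 to 34 lower, with 155 to 160 list members. Of 345 values of 23 named genes under the alternatives, 330 kept their call, 13 did not pass (11 of them with either rescaling, the others Tbx21 without WT-3 at 0.87 and BC064078 without JHT-1 at -0.77) and 2 reversed. A replicate block left 1018 genes, but replicate numbers were not shown to pair the samples, since deviations of same-numbered libraries correlated at 0.168, 0.0305 and 0.107. In the authors' deposited table, 0 genes passed at an FDR-corrected p under 0.05 with the fold floor and 0 without it, while its FDR column implied 2389 at the unadjusted p without the fold floor. Camera was not run for lack of a background, and fry was not run because every listed gene was selected for its change. Without the exact depth of each library the scaling between libraries stays unchecked.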

Other observations

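The tests on gene biotype, Ccl5, gene length and a shared scaling factor were chosen only after the results were seen. The same holds for those on other splits of the libraries, S phase and the longer histone stretches. Fisher's test on the direction of the lists was also not planned. The tests on shared histone reads in 75-base stretches and on chromosome 12 were chosen before, apart from the use of the upper bound in the latter.

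By the direction in the deposited values, the lower genes were more often not protein-coding, at 13 of 29 matched genes (44.8%) against 7 of 954 higher genes (0.734%; Fisher's exact test, p = 3.98e-17). Of the higher genes, 440 turned lower with the equal median and 443 with quantile normalization. The shares were not computed for those directions.

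With an FDR-corrected p under 0.05 and a log2 fold change beyond 1 in either direction, the authors' deposited table from CLC held 0 genes, against 1018 at the unadjusted p with that fold. That is lower than the value quoted from the study above, at the thresholds quoted with it.

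Many more genes were higher than lower in JHT mice. The fall of Ccl5 covered 19.4% of the summed rise of the other listed genes in scaled reads (14.3% to 25.1% over the 9 pairs of a JHT and a WT library) and 67.1% in the deposited values (49.8% to 84.0%), which are not stated to be RPKM or TPM, so reads freed by it were not the whole cause. With the deposited scaling, 78.0% of the 50 listed protein-coding genes under 1500 bases were higher (95% exact binomial interval 64.0% to 88.5%). This argues against a trend with gene length that changes direction at 1500 bases, which would give no more than 50%. The share was 99.5% for the 913 longer ones, and the 16 lower protein-coding genes were shorter than the 947 higher ones. Their median was 894 against 3445 bases (permutation p = 1e-05, the smallest that 100000 resamples can give). A trend that changes direction at a shorter length could give the same shares, so a trend with gene length stays open. With the equal median the share of the short genes was 54.0% (39.3% to 68.2%) and that of the longer ones 54.4%. With quantile normalization these were 56.0% (41.3% to 70.0%) and 54.3%. Both intervals include 50%, so the test argues against a change of direction at 1500 bases for the deposited scaling only. A scaling factor shared by every gene of the JHT libraries cannot be told apart from a broad rise in cells from mice without B cells, because the 56 genes that passed with the equal median come from centring on genes selected for their change, and both stay open. The FDR column of the authors' deposited table implied that 2389 of 36333 tested features had a p at or under the largest one listed. Neither a shared factor nor a broad rise was thus shown to reach most tested features, and values of unlisted genes would be needed to decide. Of the 10 splits of the 6 libraries, 1 (the real one) gave 1018 genes and the highest other gave 1, but the genes were selected on the real split, which fixes that outcome, and 10 splits are too few for a share under 0.05.

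Histone genes moved in both directions. A larger share of JHT cells in S phase would raise all of them only if their values follow S phase. Whether they do with the cDNA kit used here was not tested. Under every scaling 4 of the 8 were lower. The number of these 4 with over 50% of their stretches in no other gene depended on the stretch length (1, 2 and 3 genes at 75, 150 and 300 bases), so more JHT cells in S phase stay open. Reads shared between near-identical copies may account for the split and stay open, since 34.5% of the 75-base stretches of the Hist1h2ad transcript occurred in no other gene, 40.7% at 150 bases and 75.8% at 300 bases. Stretches of 75 bases are shorter than the reads, 300 bases are the length of 2 reads end to end, and the length of the sequenced fragments was not given in the sources used here. An effect of B cell deficiency on single histone genes was not tested.

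Genes near the deleted segments on chromosome 12 (113428514 to 113429833) could differ through a stretch of donor-strain chromosome kept in JHT mice. Within 20 Mb, 7 of 191 protein-coding genes were listed (3.66%), against 956 of 21703 elsewhere (4.40%). The ratio of 0.832 (0.337 to 1.68 from the 95% exact binomial interval of the nearby share; Fisher's exact test, p = 0.858) and its upper bound lay below the ratio of 2 set for such a stretch, which argues against it as a source of many listed genes. The ratio cannot decide for a single gene. Ifi27l2a, lower in JHT mice, lies within this window (103442167 to 103443680), so a donor-strain stretch stays open for it and for the other nearby listed genes.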
